# Microarray Expression Profiling and Raman Spectroscopy Reveal Anti-Fatty Liver Action of Berberine in a Diet-Induced Larval Zebrafish Model

**DOI:** 10.3389/fphar.2019.01504

**Published:** 2020-01-08

**Authors:** Bo Chen, Yang-Min Zheng, Miao-Qing Zhang, Ying Han, Jing-Pu Zhang, Chang-Qin Hu

**Keywords:** berberine, non-alcohol fatty liver disease, Raman mapping, larval zebrafish, transcriptomics

## Abstract

**Background:** The prevalence of non-alcohol fatty liver disease (NAFLD) is increasing in children and adolescents who are mostly resulted from overfeeding. Previous studies demonstrate that berberine (BBR), a compound derived from plant, has beneficial effects on NAFLD in adults but poorly understood in the pediatric population. This study employed a larval zebrafish model to mimic the therapeutic effects of BBR in the pediatric population and the mechanisms underlying its hepatoprotection.

**Methods:** High-cholesterol diet (HCD)-fed zebrafish exposed to BBR at doses of 0, 1, 5, and 25 μM. After the larvae were treated with BBR for 10 days, its effect on hepatic steatosis was evaluated. We introduced Raman imaging and three-dimensional (3D) molecular imaging to detect changes in the biochemical composition and reactive oxygen species (ROS) levels of zebrafish liver. Gene expression microarray was performed to identify differentially expressed genes (DEGs) followed by gene ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway, and functional category analysis.

**Results:** BBR (5 and 25 μM) administration prevented HCD-induced liver lipid accumulation in larval zebrafish. The result was further confirmed by the pathological observation. Raman mapping indicated that the biochemical composition in the liver of BBR-treated group shifted to the control. The quantitative analysis of 3D imaging showed that the ROS level was significantly decreased in the liver of BBR-treated larvae. In the livers of the BBR group, we found 468 DEGs, including 172 genes with upregulated expression and 296 genes with downregulated expression. Besides, GO enrichment, KEGG pathway, and functional category analysis showed that various processes related to glucolipid metabolism, immune response, DNA damage and repair, and iron were significantly enriched with DEGs. The expression levels of the crucial genes from the functional analysis were also confirmed by quantitative PCR (qPCR).

**Conclusion:** BBR can significantly improve hepatic steatosis in HCD-fed zebrafish larvae. Its mechanisms might be associated with the regulation of lipid metabolism, oxidative stress, and iron homeostasis. Raman imaging in larval zebrafish might become a useful tool for drug evaluation. Mainly, the gene expression profiles provide molecular information for BBR on the prevention and treatment of pediatric NAFLD.

## Introduction

Non-alcohol fatty liver disease (NAFLD) is characterized by excessive fat accumulation in liver cells, which is cumulatively prevalent due to the worldwide obesity epidemic (Wruck et al., 2017). NAFLD is a risk factor of metabolic diseases, such as type 2 diabetes, obesity, and dyslipidemia (Mahfood Haddad et al., 2017). Indeed, NAFLD can progress to its more severe form non-alcoholic steatohepatitis (NASH) (Day and James, 1998), fibrosis, and may eventually develop into hepatocellular carcinoma (Day, 2006). In general, NAFLD was considered a disease of adults. However, the prevalence of NAFLD is rapidly increasing in children and adolescents, especially in obese children (Hatton et al., 2018). The treatment approach is limited because of unclear pathogenesis of NAFLD and lack of therapeutic agents. Therefore, it is reasonable to develop suitable treatment strategies for children suffering from this disease (Betancourt-Garcia et al., 2017; Assuncao et al., 2017).

Berberine (BBR) is an isoquinoline alkaloid, source of berberis, and has been widely used in traditional Chinese medicine for hundreds of years. Modern pharmacology demonstrates that BBR has antibacterial, anti-diabetic, anti-hyperlipidemic, and multiple cardioprotective effects (Imenshahidi and Hosseinzadeh, 2019). Many studies showed that BBR could regulate metabolism disorder, increase insulin sensitivity, and improve glycometabolism, which may indicate it has potential in the treatment of NAFLD (Zhu et al., 2016). However, most of the animal experiments and clinical trials of BBR were executed in adult animals and the adult population. The histological features of NAFLD/NASH in children and adults are quite different (Nobili et al., 2006). Childhood NASH exhibits a much more common predominance of portal inflammation than in adult NASH, yet the differences of the mechanisms between adults and children in the pathogenesis of NAFLD are poorly understood (Nobili et al., 2016; Hatton et al., 2018). On the other hand, there is a difference in sensitivity to medications between children and adults (Assuncao et al., 2017). So, it is necessary to explore the effects and mechanisms of BBR on NAFLD in children and young animal models.

Zebrafish are a small vertebrate organism that has been applied for *in vivo* models in various fields including genetics, developmental biology, toxicology, and preclinical medicine experiments (Barros et al., 2008; Albadri et al., 2017; Chen et al., 2017). Zebrafish are easy to breed and mature fast as well as cost little in daily maintenance. Recent studies demonstrated that zebrafish has a similar process with humans in lipid metabolism (Holtta-Vuori et al., 2010). Moreover, because the zebrafish larvae have optical transparency, the livers can be easily observed in real time (Schlegel, 2012). Recently, zebrafish have become increasingly popular in research of pediatric diseases, such as acute leukemia models and infectious diseases (Veldman and Lin, 2008; Lohi et al., 2013). Several zebrafish models in both adults and larvae have been well established (Gu et al., 2014; Sapp et al., 2014; Dai et al., 2015; Chen et al., 2018) to study NAFLD. That makes it possible to evaluate the drugs in the larvae. Zebrafish have therefore been used as alternatives to rodents for animal models in the present study.

Herein, we constructed diet-induced steatosis in zebrafish larvae that could mimic human children's disease. In particular, the role of BBR on NAFLD in the larval zebrafish model remains to be determined. This study aimed to evaluate the effects and mechanisms of BBR on hepatic steatosis and provide data support for BBR in the treatment of pediatric disease. To get further insights into the molecular mechanism for the anti-fatty liver action of BBR, we performed microarray analysis to define the differences in the transcriptome of liver from diet-induced zebrafish larvae treated with or without BBR and validated the expression levels of the crucially differentially expressed genes (DEGs) that were identified by functional category analysis. Furthermore, we introduced Raman confocal microspectroscopy and three-dimensional (3D) molecular imaging to analyze the changes of biochemistry component and reactive oxygen species (ROS) levels in the larval liver, respectively.

## Methods and Materials

### Ethical Approval

This study was reviewed and approved by the Laboratory Animal Management and Animal Welfare Committee in the Institute of Medicinal Biotechnology, Chinese Academy of Medical Sciences, and we always made the most effort to minimize animals' suffering.

### Zebrafish Care and Treatment

AB strain zebrafish (*Danio rerio*) and Tg (fabp10a: dsRed) zebrafish were kept under standard laboratory conditions with a 14-h light/10-h dark cycle at a temperature of 28.5 ± 1°C (Hu et al., 2011). Embryos and larvae were maintained in embryo medium to 5 days post-fertilization (dpf) without feeding. Zebrafish larvae were fed with control diet (AP100, 30 mg/100 fish/day) or a high-cholesterol diet (HCD, 180 mg AP100 plus 4% cholesterol/100 fish/day) for 10 days. For hepatic steatosis analysis, larvae in the HCD group were exposed to BBR at doses of 0, 1, 5, and 25 μM for a 10-day treatment period until 15 dpf. The doses selected in this study were referred to the ones used in previous studies (Zheng et al., 2018). According to the results of hepatic steatosis analysis, 5 μM of BBR was applied to the subsequent experiments, including histologic analysis, Raman measurement, ROS detection, microarray analysis, and quantitative PCR (qPCR).

### Whole-Mount ORO Staining

Zebrafish larvae were fixed in 4% paraformaldehyde (PFA) overnight at 4°C and washed twice with phosphate-buffered saline (PBS). Oil Red O (ORO) staining was performed as described before (Sapp et al., 2014). Lipid droplets in liver tissue were observed and imaged on a bright-field dissecting microscope (Olympus szx10, Tokyo, Japan). Larvae were defined as positive for steatosis according to the previous report (Sapp et al., 2014).

### Histologic Analysis

Larvae were fixed with 4% PFA overnight, coated in paraffin, and cut into 4-μm slices with paraffin microtome. The sections were stained with hematoxylin and eosin (H&E). For ORO staining of cryosections, larvae were embedded in OCT (Sakura Japan Co., Ltd., Tokyo, Japan) and stored at −80°C until sectioning. Serial sections (8 μm) were cut. Each section was stained with 0.5% ORO. Slides were observed using an Olympus BX53 microscope (Olympus, Tokyo, Japan). The positive area of ORO was calculated with ImageJ software.

### Electron Microscopy

After the experiment, zebrafish larvae were collected and fixed in buffered 2% glutaraldehyde. Briefly, the fixed larvae were mounted and sectioned. Then the slides were imaged by a transmission electron microscope (Tecnai Spirit, FEI, USA) as in previous studies (EauClaire et al., 2012).

### Biological Analysis

Levels of total cholesterols (TCs) and triglycerides (TGs) of the dissected liver of zebrafish larvae were determined by Total Cholesterol Reagent Kit and Triglyceride Reagent Kit (Applygen Technologies Inc., Beijing, China) according to the manufacturer's specification, respectively. The glutathione (GSH) and malondialdehyde (MDA) levels of zebrafish tissue were determined by using the respective reagent kits according to the manufacturer's specification (Nanjing Jiancheng Biotechnology Institute, Nanjing, China).

### Raman Measurements of Liver Tissues

Raman mapping was performed by using a 780-nm wavelength excitation laser with a ×50-μm pinhole for confocality (DXRxi Raman imaging microscope, Thermo Fisher Scientific Inc., Hudson, USA). The laser power and accumulation time were set at 10 mW and 60 s, respectively. Raman spectra were collected over a scanning spectral range of 600–3,200 cm^−1^. Each liver of zebrafish was determined under the microscope at least three different regions for at least three times to acquire the average spectrum. System control and spectrum acquisition were conducted using OMNIC software (Thermo Fisher Scientific Inc., Hudson, USA). Zebrafish larvae were anesthetized with tricaine (Sigma, USA) before the Raman experiment.

### 3D Imaging to Detect ROS Level and Macrophage of the Whole Liver

Live Tg (fabp10a: dsRed) zebrafish were incubated with CellROX^®^ Green (ThermoFisher, USA), a ROS sensor, at a final concentration of 10 μM for 1 h in the dark, washed in PBS twice, anesthetized using tricaine (Sigma, USA), and fixed with PFA. For macrophage detection, larvae were incubated with the L-plastin antibody (Santa Cruz, USA, 1:500 dilution) at 4°C overnight, and then with an Alexa Fluor488-conjugated antibody (ZSGB-BIO, Beijing, China, 1:1,000 dilution) at room temperature for 2 h. Then the fish liver was isolated and placed upon the ×10 detection lens of the Deltavision wide-field deconvolution imaging system (DV; GE Healthcare, USA). After image acquisition, a 3D view of the liver was generated from original data for quantitative analysis by using softWoRx (GE Healthcare, USA). All objects of interest were collected and quantified during the construction of this 3D model.

### Microarray Expression Profiling and Bioinformatic Analysis

Total RNA was extracted using TAKARA RNAiso Plus according to the manufacturer's instructions, followed by RNA quality evaluation by Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). The Agilent zebrafish (V3) gene expression microarray 4×44K (Design ID 026437) was used for microarray analysis. The process of microarray scanning was carried out by CapitalBio Corporation (Beijing, China) as previously described (Han et al., 2018). To identify DEGs between the control, HCD, and BBR-treated group, the threshold of fold change ≥2 was established in our analysis. Then, based on the KEGG and GO databases, biomedical pathways were classified (Kanehisa and Goto, 2000). Functional category analysis was performed by the Database for Annotation, Visualization, and Integrated Discovery (DAVID) bioinformatics program (http://david.abcc.ncifcrf.gov/) under a significance threshold of *P* < 0.05. We used the Cytoscape software to map the gene–pathway interaction network (http://www.cytoscape.org/), the shinyCircos software to map the Circos plot (Yu et al., 2018), and TBtools software to map the heatmap plot (https://www.biorxiv.org/content/10.1101/289660v1). The microarray data were deposited in Gene Expression Omnibus (GEO accession: GSE136436).

### Quantitative RT-PCR

Total RNA was isolated from dissected livers of zebrafish larvae by TRIzol reagent (no.15596026, Thermo Fisher, USA) and then converted into complementary DNA (cDNA) by reverse transcriptase (no. M1701, Promega, USA). The cDNAs were then used as the templates for quantitative real-time polymerase chain reaction (qPCR). The reaction of qPCR was performed by the real-time quantification system (ROCHE LightCycler 96, Switzerland). The relative amount of messenger RNAs (mRNAs) was calculated with β-actin mRNA as the invariant control. The relative transcript expression level was determined using the control sample as a calibrator and the ^ΔΔ^CT method. The following specific primers were used for amplification in this study (**Table 1**).

**Table 1:** Primer for qPCR genes used in this study.

Gene symbol	Sense primer (5′–3′)	Antisense primer (5′–3′)
*jmjd6*	CTCGTCCTCATCCTCCTC	ATGCCTCCTGTTCTCCTC
*isca1*	GTCAGATGAGGAGGTGTTAC	CCTTGATGTTGGGATTGTTG
*ch25h*	TGGCATCTTCTACATCAC	GAGCATCTCTGTCATAGG
*fads2*	CCATCGGCACTTCCAGCATCAC	TTTCCCACCACAAAGGCGTTCAG
*mvda*	CTGAACAAGTGGCATCTG	CCTTATCATCTCTTCCATACG
*plcg1*	AAGCAGAGAAGTATGTGAAC	GTCGTAGTTGGAGGAGTC
*h2afx*	TGTTCACCGTCTCCTTCG	AGTCTTCTTGTTGTCTCTTGC
*pif1*	AGCCATAGCCAGGTCCATC	ATACACTTCCGCCAACTTCG
*primpol*	ATGAGCCACTTACTGATG	CTCCTCTTCTTCTACTTCG
*ube2t*	GTTCTCACATCCATACAGTTATTG	AGTCTTTCCATCCGTCTCC
*tk1*	CCAGACACCGTTGAGTTC	ACCAGATTCAGGATGTTACC
*lpl*	ATGGAATACACGGCGAGAAG	CAGTTTGCGAATGTGGAAGG
*parpbp*	TTGGATGAGGAGGCATTAGC	TGGACTTGATATGTTCTTGTTGG
*rev1*	GCTCCAAGTTGACCTCTC	CGAATGTTGTAGTTCATCTCC
*msmo1*	GTTGTGCTGTAATTGAAGAC	GGTGCCAATGAAGAATCC
*βactin*	CCGTGACATCAAGGAGAAG	ATACCGCAAGATTCCATACC

### Statistical Analysis

Data are expressed as means ± SEM. Comparisons between multiple groups were performed using one-way ANOVA with Tukey's *post hoc* test. In all experiments, differences were considered statistically significant for *P* < 0.05.

## Results

### The Effects of BBR on Body Weight and Body Length in HCD Diet-Fed Zebrafish Larvae

Embryos and larvae were maintained in embryo medium to 5 dpf, and zebrafish larvae without malformation were divided into five groups randomly. For model building, 5-dpf zebrafish were treated with control (30 mg AP100/100 fish/day) or HCD (180 mg AP100 plus 4% cholesterol/100 fish/day) for 10 days. HCD diet-fed zebrafish were exposed to different doses of BBR (0, 1, 5, and 25 μM). After 10 days of feeding and treatment, the zebrafish were washed and collected for the following experiments. The main experimental design was graphed as **Figure 1A**. We firstly did general observation and measured the larvae body and length. All the BBR-treated zebrafish larvae did not exhibit obvious abnormalities and varying mortality (**Figure 1E**). Compared with the control group, the body length in other groups were significantly larger (**Figure 1B**). The body weight was significantly heavier in the HCD group than those in the control group (**Figure 1C**). Meanwhile, the HCD diet-fed larvae had a higher body mass index (BMI) than the control group (**Figures 1C**, **D**). Particularly, BBR treatment significantly decreased body weight and BMI, but did not affect body length (**Figures 1B–D**).

**Figure 1:**
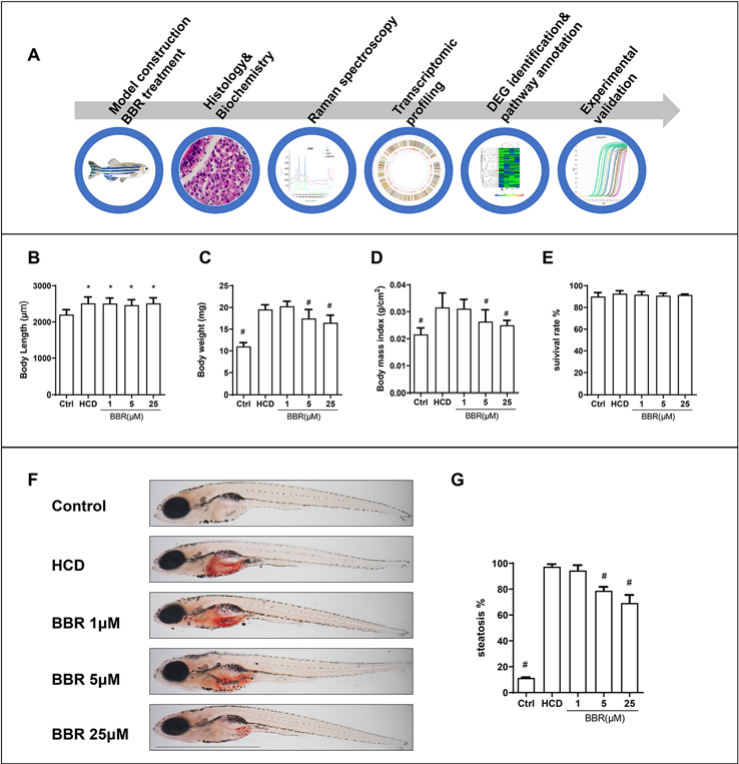
Effects of high-cholesterol diet (HCD) and berberine (BBR) treatment on the growth of zebrafish. **(A)** Description of the experimental design. **(B)** Body length, **(C)** average body weight, and **(D)** BMI in each group were measured at 15 days post-fertilization (dpf). **(E)** Larvae with different treatments were scored for mortality. **(F)** The hepatic steatosis of zebrafish was detected by whole-body Oil Red O (ORO) staining. **(G)** Percent of larvae with hepatic steatosis. *Compared with the control; ^#^compared with the HCD group, *P* < 0.05. *Bar*, 1 mm.

### BBR Attenuated HCD Diet-Induced Hepatic Steatosis in Larval Zebrafish

We then assess the effects of BBR on liver lipid accumulation in zebrafish. The whole body of zebrafish larvae was stained with ORO. HCD diet-induced significant steatosis in the liver and the incidence of steatosis in the model group were much higher than in the control group (**Figure 1F**). Larvae treated with BBR (5 and 25 μM) observably decreased the incidence of steatosis compared with the HCD group (**Figure 1G**). The results of the frozen liver section with ORO staining further confirmed the effects. The relative staining area of ORO in the model group was higher than in control. BBR treatment significantly reduced the ORO positive compared with the model group (**Figures 2A**, line 1, and **C**). The paraffin section with H&E staining showed severe macrovesicular steatosis in the liver of HCD diet-fed zebrafish, and the liver lesion was much improved by BBR treatment (**Figure 2A**, line 2). Transmission electron microscopy (TEM) was employed to observe the change of hepatocyte in zebrafish larvae. Several large sizes of lipid droplets were found in the HCD group, but not in the control group. Mainly, we noticed the changes in the mitochondria morphology in the HCD group, including mitochondrial elongation, tubular, and crest broke. BBR treatment rescued HCD-induced mitochondrial damage in the hepatocyte of larval zebrafish (**Figure 2A**, lines 3 and 4). Then the TC, TG, and glucose levels in the isolated liver from zebrafish were carefully measured. The levels of TC, TG, and glucose were notably elevated in the liver of the model group compared with the control group, and HCD-fed zebrafish with BBR treatment significantly reduced the hepatic TC, TG, and glucose contents (**Figures 2E**–**G**). To address the inflammatory response in larvae with HCD, we used the L-plastin antibody to label macrophage (Stoletov et al., 2009). The results showed that a small amount of hepatic macrophage was present in the liver of control larvae, and the number of macrophages were increased in the HCD group. BBR treatment could reverse the effect of HCD on macrophage recruitment to the liver in zebrafish (**Figures 2B**, **D**). Furthermore, Sirius red staining was employed to assess the development of fibrosis, but no significant fibrosis was found in the three groups (**Figure S1**). The above results demonstrated that BBR could significantly improve diet-induced liver steatosis and exert a protective effect on hepatocyte in larval zebrafish.

**Figure 2:**
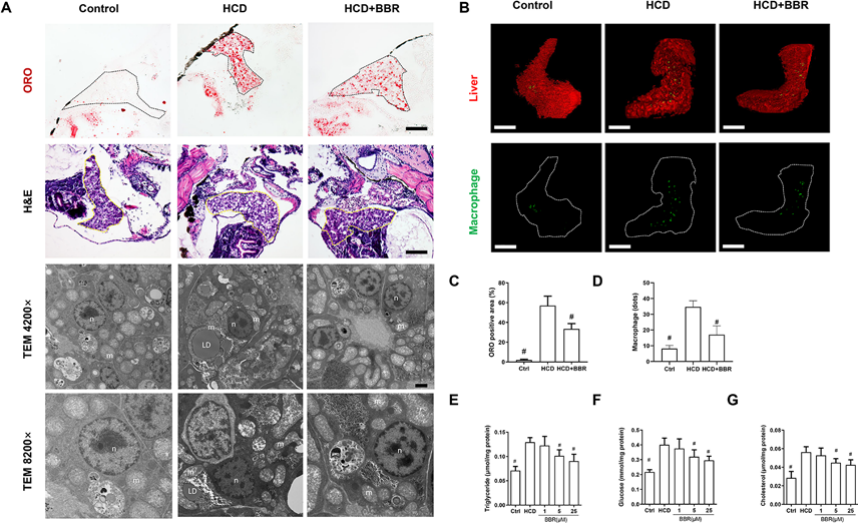
Effects of berberine (BBR) on hepatic steatosis in high-cholesterol diet (HCD)-induced zebrafish larvae. **(A)** The zebrafish larvae were treated with the control diet, HCD diet, and HCD plus BBR (5 μM) treatment. Hepatic steatosis was observed by whole-body Oil Red O (ORO) staining (line 1, refer to the black dotted, bar = 100 μm), H&E staining (line 2, refer to the yellow dotted, bar = 100 μm), and TEM (line 3, bar = 2μm; line 4, bar = 1 μm). *m* mitochondrion, *n* cell nucleus, *LD* lipid droplet. **(B)** L-plastin-labeled macrophages in Tg (fabp10a: dsRed) zebrafish. The statistical results of the positive area of ORO staining were shown in **(C)** and the quantity of macrophage in the liver of larval zebrafish in **(D)**. Effects of BBR on the levels of triglyceride **(E)**, glucose **(F)**, and cholesterol **(G)** in livers of zebrafish larvae fed with HCD. ^#^Compared with the HCD group, *P* < 0.05.

### Raman Spectroscopy Analysis

Raman mapping of individual liver regions of zebrafish embryos at a microresolution level was applied to provide information on their biochemical composition (**Figure 3**). The Raman spectra obtained from the liver of different groups exhibit differential spectral lines at around 720–790, 1,660, and 2,800–3,025 cm^−1^ (**Figure 3A**). The Raman maps using the C–H stretching mode in the 2,800- to 3,025-cm^−1^ region were associated with lipids and proteins (Majzner et al., 2014). Besides, DNA peaks can be demonstrated at 722, 752, 782, and 1,663 cm^−1^ (Shetty et al., 2006). Compared with the control liver, the spectra of regions at 1,663 and 2,800–3,025 cm^−1^ showed higher intensity in the HCD group, demonstrating an increased distribution of lipid and DNA in the liver. The results showed that BBR (5 μM) had the ability to modulate liver lipid, DNA, and protein. Raman signal intensity revealed that the levels of lipid and DNA were decreased in the liver of zebrafish treated with BBR (**Figure 3A**). The principal component analysis (PCA) indicated the significant alterations in the biochemical composition of liver between the control and HCD groups, while the scatter plots could shift to the control group by BBR treatment, suggesting that BBR treatment has liver protection against HCD in larval zebrafish (**Figure 3B**). This approach further confirmed the histological and biochemical results and provided more detailed information on macromolecular composition.

**Figure 3:**
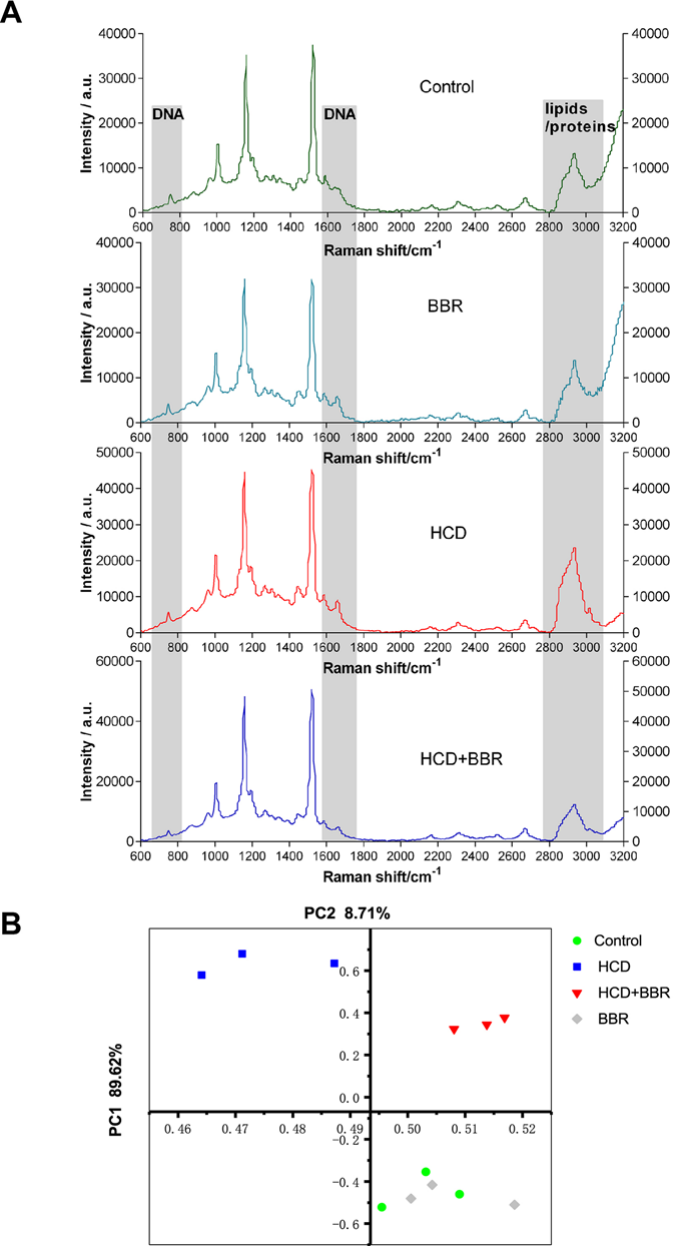
Raman spectral analysis of liver tissue of zebrafish larvae treated with berberine (BBR). **(A)** Raman spectra obtained from the liver of zebrafish with different treatments. **(B)** Principal component analysis (PCA) of the spectra extracted from the Raman spectral datasets of the control, BRR(5 μM), HCD, and HCD+BBR (5 μM). Each liver of zebrafish was determined under the microscope at least three different regions for at least three times to acquire the average spectrum.

### Quantification Analysis of Hepatic ROS Level Based on 3D Models of the Whole Liver

Oxidative stress promotes the progression of NAFLD in the form of NASH (Richter and Kietzmann, 2016). The increase of cellular ROS generation results in organelle and cellular dysfunction, and apoptosis ultimately (Paradies et al., 2014; Spahis et al., 2017). Here, we introduced a method for quantitative analysis and 3D imaging, which use deconvolution algorithms, rapidly and precisely reconstructing 3D objects, allowing a better visual understanding of the image data and a more accurate quantitative assessment of the 3D object (Pegard and Fleischer, 2013; Chakrova et al., 2016). Compared with the control group, the HCD feeding significantly induced the hepatic ROS levels increase, which was inhibited by BBR (5 μM). While BBR treatment alone did not affect the ROS generation (**Figure 4A**). MDA levels were significantly higher in the HCD-treated groups, whereas the GSH level was significantly lower. BBR treatment could induce the increase of GSH level and inhibit the production of MDA. No apparent changes were observed in the 5-μM BBR-treated group (**Figures 4C, D**). These results suggested that BBR could alleviate the oxidative stress in HCD-induced zebrafish and do not affect the ROS balance in normal larval zebrafish.

**Figure 4:**
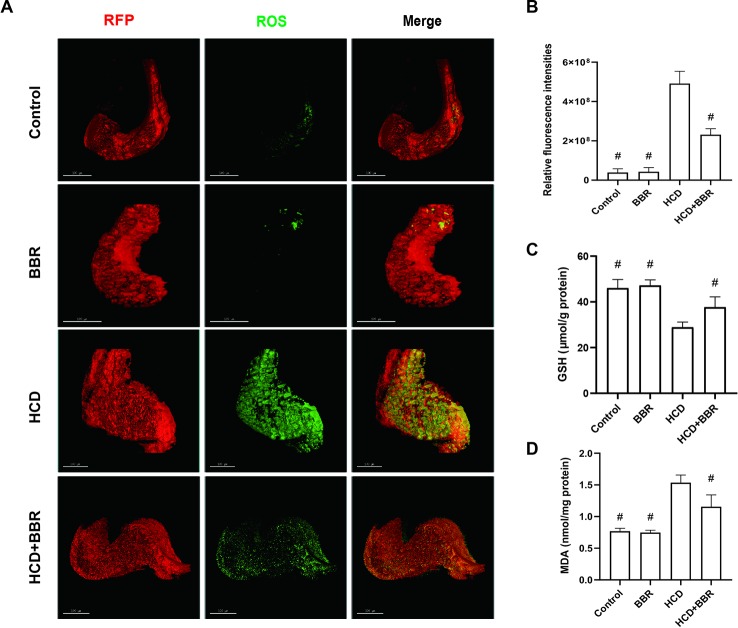
Effects of berberine (BBR) on the hepatic oxidative stress in high-cholesterol diet (HCD)-induced zebrafish larvae. **(A)** Liver volume rendering of reactive oxygen species (ROS) staining showed that BBR (5 μM) attenuated hepatic ROS level in HCD-induced Tg (fabp10a: dsRed) zebrafish. ROS generation in the Tg (fabp10a: dsRed) zebrafish liver treated with HCD. Hepatic ROS were detected with CellROX^®^ Green Reagent. Bar = 100 μm. **(B)** Quantitative analysis of ROS throughout the entire zebrafish liver. Effects of BBR (5 μM) on the glutathione (GSH) **(C)** and malondialdehyde (MDA) **(D)** levels in HCD-induced zebrafish larvae. ^#^Compared with the HCD group, *P* < 0.05.

### Global Changes in Gene Expression of Larval Zebrafish Liver

After 10 days of treatment, the livers of zebrafish larvae (control, HCD, and BBR 5 μM) were applied to microarray analysis. 

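Liver RNA of larvae at 15 dpf was labelled with a single dye and hybridized to 3 arrays, 1 each for the control, HCD, and HCD plus BBR (5 μM) groups. There were no replicate arrays. From 5 dpf, the control larvae had received AP100 at 30 mg/100 fish/day, and the larvae on the HCD had received 180 mg/100 fish/day with 4% cholesterol. The array design carries 4 arrays per slide. The control and BBR arrays lay on slide 1 at positions 1 and 4, and the HCD array lay on slide 2 at position 1. A difference between the HCD array and the other two therefore cannot be told apart from a difference between the slides. Each array held 43803 spots of 43603 probes besides its control spots. The signal was well above background at 39398 spots (89.9%) on the control array, 38747 spots (88.5%) on the HCD array, and 40421 spots (92.3%) on the BBR array. The scanner software marked 1510, 1665, and 20 spots as outliers on the control, HCD, and BBR arrays, and none as saturated. Probes printed in several copies showed an SD of 0.19 log2 units between the spots of a probe on the control array (41 probes), 0.17 on the HCD array (40 probes), and 0.09 on the BBR array (46 probes). This SD covers the printing and scanning of the spots and not the animals, the RNA extraction, or the labelling.

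The authors deposited the background-subtracted intensity of each spot and the log2 values made from it in GeneSpring, from which the 75th percentile of each array had been subtracted. Here, the log2 intensity was taken from the spots and the 75th percentile over all probes but the controls was subtracted. The 75th percentile of the intensity was 2006.5 on the control array, 2019 on the HCD array, and 2139.5 on the BBR array. Each gene was represented by the probe with the highest mean signal. It entered a comparison if that probe was well above background on at least 1 of the arrays compared. Where the probe was not well above background on the other array, its signal was raised to at least the lowest signal among probes well above background, and the fold change is a lower bound. Of 27295 genes, 25162 were well above background on at least 1 array and 23452 on all 3. Probes were named through their RefSeq accessions, which gave a gene symbol to 26094 of the 43603 probes (59.8%). In 6694 genes with several probes, the log2 differences of the probes of a gene had an SD of 0.30 for control against HCD and 0.32 for BBR against HCD. With 1 array per group, no difference has a replicate check and no P value can be computed, and the number of arrays limits the precision of every value.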

The data of gene expression were obtained by using the zebrafish gene expression 4 × 44K microarray (Agilent). The array data were analyzed for data summarization, normalization, and quality control by using the GeneSpring software V13 (Agilent). To investigate the response to the HCD and BBR treatment, we performed cluster analysis. The results indicated that the BBR groups displayed closer expression patterns than the HCD groups compared to the control group. 

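Over the genes well above background on all arrays, Pearson's r across genes was 0.981 between the BBR and control arrays and 0.977 between the HCD and control arrays. The highest r was that between the BBR and HCD arrays, 0.984. Genes are not independent replicates, so these values describe the 3 arrays alone. The root mean square log2 difference from the control array was 0.58 for HCD and 0.50 for BBR. The difference between these distances was 0.0794 (95% bootstrap interval over genes, 0.0715 to 0.0877). The root mean square log2 difference between BBR and HCD was 0.49, and it lay below the distance of BBR to control by 0.00839 (95% bootstrap interval, −0.00225 to 0.0186). In the tree above the heat map in Figure 5A, the BBR and HCD columns also join first. The correlations moved most when only the 2737 genes with a 2-fold difference in any pair of arrays were used, where r was 0.927 between BBR and HCD, 0.888 between BBR and control, and 0.867 between HCD and control.

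Among the genes that differed at least 2-fold between control and HCD, the BBR value was nearer to the control value in 974 genes (51.0%; Wilson 95% interval, 48.8% to 53.3%). Arrays without any difference between them gave 45.5% to 53.1% in 100 simulations. The share was 63.6% (60.5% to 66.5%) for genes higher in control than in HCD and 37.2% (34.1% to 40.4%) for genes lower in control. The simulations gave 45.6% to 56.3% and 45.3% to 53.6% for these sets. The HCD array read dim genes lower than the other arrays did. Simulations given this trend gave 56.0% to 62.8% and 41.7% to 51.4%, and 53.2% to 59.3% for all genes. Against these ranges, 63.6% lay just above, and 37.2% and 51.0% lay below. After quantile normalization, the share for genes higher in control was 49.8%, and under the other alternatives it was 55.2% to 69.6%. For genes lower in control, it was 24.7% to 43.7% under all alternatives.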

The threshold values of ≥2 and −2-fold change or less and Benjamini–Hochberg corrected *P* value <0.05 were selected as the differentially expressed genes. 

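At a threshold of 2-fold, 1908 genes differed between the control and HCD arrays, of which 1002 were higher and 906 lower in control. Between the BBR and HCD arrays, 1465 genes differed, of which 1134 were higher and 331 lower in BBR. A corrected P value cannot be had from 1 array per group, so these genes were called on the fold change alone. Unchanged arrays were simulated 100 times with the spread found between the BBR and control arrays, which holds any true difference of these groups. All 3 simulated arrays had the same spread, alike in both directions. Between the BBR and control arrays themselves, 1277 genes differed, fewer than in any simulated comparison. The simulated ranges are therefore a guide and not exact limits of chance. For control against HCD, 1310 to 1509 genes passed the threshold, 655 to 772 of them higher and 628 to 761 lower. For BBR against HCD, 1329 to 1504 passed, 642 to 769 higher and 641 to 757 lower, so 1134 lay above and 331 below. Simulations in which the HCD array also read dim genes lower gave 1221 to 1386 higher and 412 to 508 lower for control against HCD. For BBR against HCD, they gave 1233 to 1382 and 404 to 509. Many genes had a second probe that took no part in the call. This probe changed in the same direction in 144 of 148 genes higher in control, 247 of 274 lower in control, 116 of 128 higher in BBR, and 82 of 88 lower in BBR. It also reached 2-fold in 70, 162, 49, and 49 of these genes. Of the alternatives that kept the 2-fold threshold, background correction by the normexp method lowered the counts most, to 899 for control against HCD and 518 for BBR against HCD. The share of higher genes also depended on the scaling of the arrays. It was 52.5% for control against HCD and 77.4% for BBR against HCD, and cyclic loess normalization changed it to 24.9% and 50.1%.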

Compared to the HCD (shortened to M in **Figure 5**) group, 3,357 and 3,277 DEGs were identified in the control group and BBR group, respectively (**Figure 5A**). The DEGs with log2 (Ctrl vs. M) > 1 and log2 (BBR vs. M) > 1 expression levels and the DEGs with log2 (Ctrl vs. M) less than −1 and log2 (BBR vs. M) less than −1 expression levels at *P* < 0.05 were combined, which leads to the identification of 468 genes with significantly different expression levels in the livers of the BBR group (**Figure 5B**). Of these genes, 172 had increased expression levels and 296 had significantly decreased expression levels (**Figures 5C, D**).

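In the deposited data, 504 genes differed at least 2-fold from the HCD array in the same direction in both the control and BBR arrays, 326 of them higher and 178 lower. Both comparisons use the same HCD array, so some genes pass both by chance. In 100 simulations of unchanged arrays, the mean count was 459.4 (401 to 504), with 198 to 265 higher genes and 192 to 273 lower genes. With the control array as the shared array, 574 genes passed, of which 421 were higher and 153 lower in both HCD and BBR. With the BBR array as the shared array, 370 genes passed. BBR was higher than both other arrays in 310 of these and lower in 60. A second probe changed in the same direction against HCD in 29 of 31 higher genes and 40 of 47 lower genes, and by at least 2-fold in 10 and 21. Over all 8090 genes with a second probe, it was higher than HCD in both arrays in 48.4% and lower in 25.4%. After cyclic loess normalization, 137 genes were higher and 325 lower. All 137 were among the 326, and the 325 included all 178.

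By the rule that names genes here, the higher genes with the largest change in both comparisons were *ctslb*, *scpp9*, *isg15*, *mxe*, and *slc25a23b*. Their log2 differences from HCD were 2.46, 2.63, 2.12, 2.01, and 2.16 in control and 2.52, 2.13, 2.48, 2.93, and 1.98 in BBR. Of the 3 other probes of *ctslb*, 2 changed less, by 0.92 and 1.11 in control and 1.33 and 0.86 in BBR. The lower genes with the largest change were *scpp7*, *sqlea*, *rnasel4*, *retsat.1*, and *plac8.2*, with log2 differences of −2.95, −2.49, −2.38, −2.42, and −2.68 in control and −2.54, −2.49, −2.29, −1.91, and −1.77 in BBR. The other probe of *plac8.2* changed less, by −0.99 in control and −0.78 in BBR. That of *retsat.1* was well above background in HCD alone, and its differences of −0.62 and −0.99 are lower bounds in size.

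**Figure D1:**
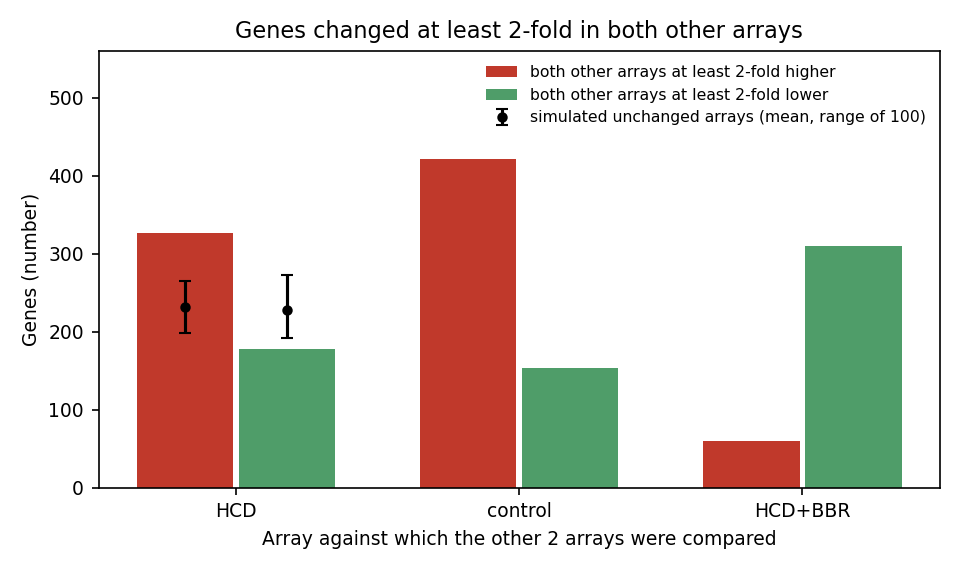
Number of genes at least 2-fold higher (red) or lower (green) in both other arrays than in the array named on the horizontal axis, with the mean and range of 100 simulations of unchanged arrays (points and bars) for the HCD array. The HCD bars stand at 326 and 178, the control bars at 421 and 153, and the BBR bars at 60 and 310.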

**Figure 5:**
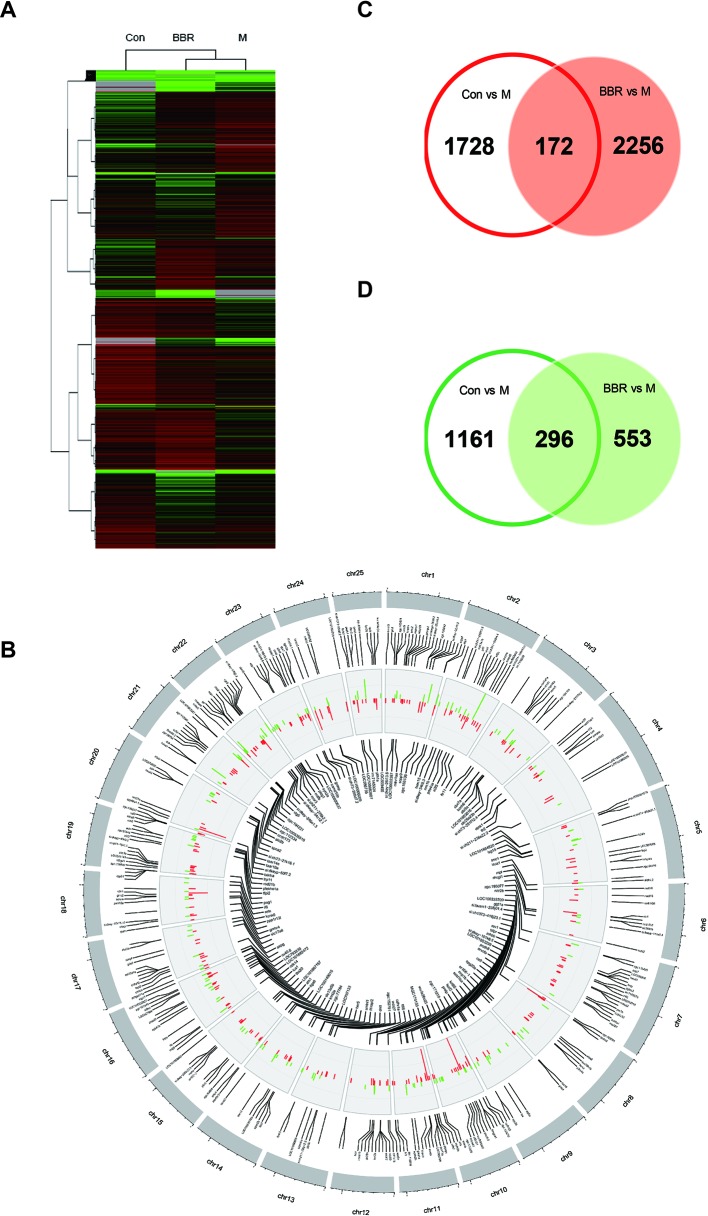
Trend analysis of gene expression patterns in larval zebrafish liver. **(A)** Cluster analysis of genes and samples from differentially expressed genes (DEGs). **(B)** The common DEGs in control and BBR groups compared with the HCD group shown by Circos plot. Red color, upregulated genes; green color, downregulated genes. **(C)** Comparison of upregulated DEGs between different groups. **(D)** Comparison of downregulated DEGs between different groups.

### KEGG Pathway and GO Enrichment Analysis Based on Combined DEGs

To figure out the possible mechanism of BBR on the zebrafish NAFLD model, we conducted a function–annotations analysis from the co-DEGs (Ctrl vs. M combined BBR vs. M). 

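Lists of genes for biological processes were written before the data were examined, and the median log2 difference of each list was set beside 10000 random lists of the same size and mean signal. The percentile among the random lists describes these 3 arrays and is not a test of the diets. The list for mitosis and cell division (38 genes measured) had a median log2 difference from HCD of −1.38 in control and −0.98 in BBR. Both were below all random lists, and 16 of its genes were at least 2-fold lower in both. DNA replication (37 genes) had medians of −0.79 and −0.66, also below all random lists. Cilium movement (18 genes) had a median of 0.18 in control, at percentile 55.3, and of 0.45 in BBR, at percentile 99.2. Its control median changed sign under cyclic loess, to −0.05. These lists are not the annotation of the GO database, which was not used here.

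**Figure D2:**
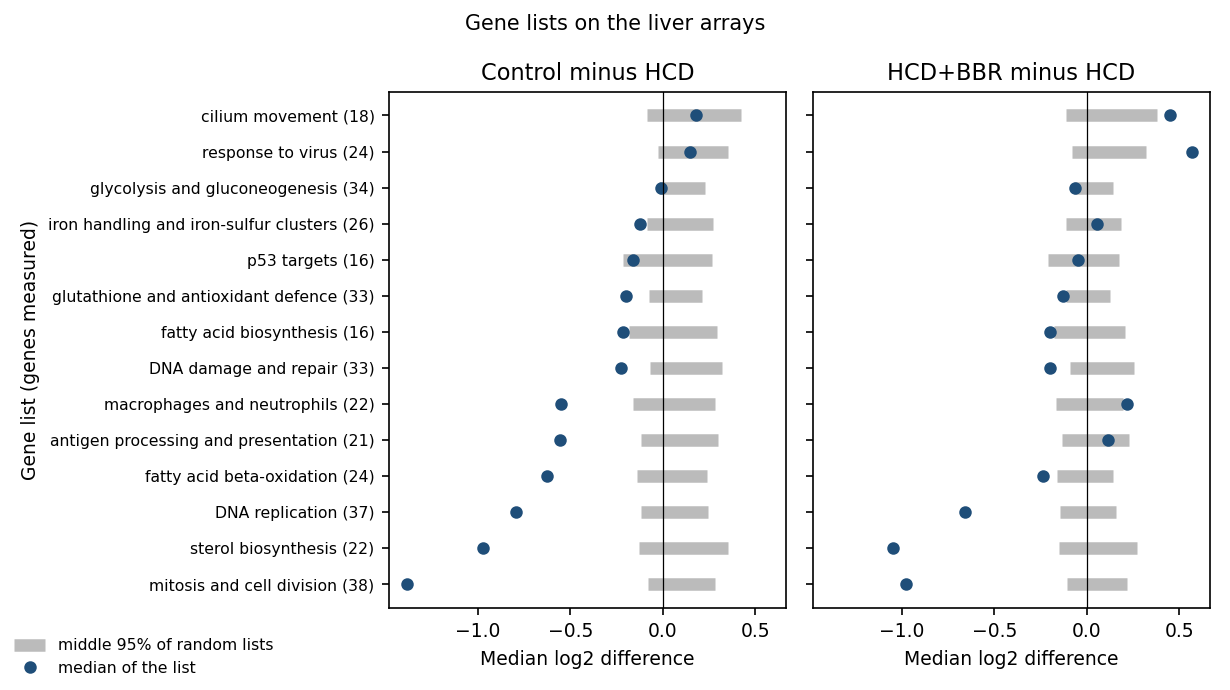
Median log2 difference from the HCD array of each gene list (points) in control (left) and in HCD plus BBR (right), with the middle 95% of 10000 random lists of the same size and mean signal (grey bars). Mitosis and cell division lies at −1.38 in control and −0.98 in HCD plus BBR, outside the grey bars.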

The co-upregulation and co-downregulation in DEGs were enriched into the GO biological process, as shown in **Figures 6A**, **B**, respectively. We further applied the KEGG ontology to classify the functional annotation of genes. A total of 124 genes can be assigned to the 10 pathways. As expected, most genes were classified into the metabolic pathways, such as PPAR signaling pathway, glycolysis/gluconeogenesis, glycerophospholipid metabolism, glycerolipid metabolism, and pyrimidine metabolism. We noted that *ggt1a*, *ggt1l2*.2, *gpx7*, and *rrm2* genes were classified into glutathione metabolism term, which may partially explain the antioxidant mechanism of BBR. 

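On the arrays, *ggt1a* differed from HCD by 1.28 log2 units in control and 2.26 in BBR. The log2 differences of *gpx7* were −1.13 in control and −1.41 in BBR, and those of its other probe −0.74 and −1.26. The name *rrm2* belongs to more than 1 gene in the table of names, and the gene measured was *rrm2l*. Its log2 difference was −1.37 in control and −0.93 in BBR, short of the threshold in BBR. No named probe matched *ggt1l2.2*. A list of 33 genes of glutathione metabolism and antioxidant defence that holds none of these genes had a median of −0.20 in control, at percentile 0.08, and −0.13 in BBR, at percentile 1.16, and none of its genes was at least 2-fold different from HCD in both.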

The gene–pathway interaction network was shown in **Figure 6C**. 

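Figure 6C names 28 genes, of which 21 were measured by a named probe. Compared with HCD, 16 of the 21 differed at least 2-fold in control and 12 in BBR, and 11 did so in both in the same direction, 3 higher and 8 lower. Of these, *pltp* was higher by 1.94 log2 units in control and 1.07 in BBR, and *plin2* had log2 differences of −2.43 and −1.06. For *dck*, the log2 differences were −1.84 in control and −1.19 in BBR. In contrast, *fbp2* had log2 differences of −0.85 and −1.21 and *acss2l* of 1.12 and 0.59, so by these probes each passed the threshold in 1 comparison. For *lpin1*, read as *lpin1a*, the difference was 1.78 in control and 0.61 in BBR. The list for glycolysis and gluconeogenesis as a whole (34 genes) had medians of −0.01 in control, at percentile 3.48, and −0.07 in BBR, at percentile 2.72. Fatty acid beta-oxidation (24 genes) had medians of −0.62 in control, below all random lists, and −0.24 in BBR, at percentile 0.11.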

Functional category analysis by DAVID included lipid metabolism, DNA damage and repair, and iron, which was closely associated with pediatric NAFLD (Feldman et al., 2015; Mann et al., 2017; Baker and Friedman, 2018). 

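From these categories the paper draws 19 genes, of which all but *cyp2x12* were measured by a named probe. All 18 differed from HCD in the same direction in control and BBR. The difference was at least 2-fold in 16 genes in control and 11 in BBR, and in 10 genes in both, 2 higher and 8 lower. Of these, *ch25hl1.1* had log2 differences from HCD of 1.76 in control and 1.34 in BBR. For *cyp51*, the difference was −0.99 in control and −1.99 in BBR, and its 3 other probes gave −1.49 to −1.78 in control and −1.45 to −1.91 in BBR. For *cyp46a1.1*, the difference was −1.17 in control and −1.83 in BBR. Its other probe gave −1.32 in control but 0.21 in BBR, so the direction of *cyp46a1.1* in BBR depends on the probe.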

Several vital genes involved in these pathways were enriched, including *ch25h1.1*, *ch25h*, *fads2*, *lpl*, *mvda*, *plcg1*, *h2afx*, *parpbp*, *pif1*, *rev1*, *primpol*, *ube2t*, *tk1*, *cyp2x12*, *cyp51*, *cyp46a1.1*, *jmjd6*, and *isca1* (**Figure 6D**). Excessive triglyceride accumulation in the hepatocytes causes oxidative stress, lipotoxicity, and subsequent DNA damage (Mann et al., 2017). These results indicated that the protective effects of BBR on hepatocytes might be related to the improvement of lipid metabolism, oxidative stress, and iron homeostasis.

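The list for DNA damage and repair (33 genes measured) had a median log2 difference from HCD of −0.22 in control, at percentile 0.03 of random lists, and −0.20 in BBR, at percentile 0.06. In this list, 1 gene was at least 2-fold lower than HCD in both. The list for iron handling and iron-sulfur clusters (26 genes) had a median of −0.13 in control, at percentile 0.84, and of 0.06 in BBR, at percentile 62.6, where its direction changed under cyclic loess to −0.01. None of its genes was at least 2-fold different from HCD in both. Targets of p53 (16 genes) had medians of −0.16, at percentile 5.40, and −0.05, at percentile 46.1. From the genes at least 2-fold changed in both comparisons, their GO and KEGG terms, and the genes that DAVID groups under lipid metabolism, DNA damage and repair, and iron, the paper proposes that the protection of hepatocytes by BBR might be related to improved lipid metabolism, oxidative stress, and iron homeostasis. Apart from the arrays, it reports less ORO staining and lower hepatic TC and TG with BBR than with HCD alone. It also reports lower ROS and MDA and higher GSH.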

**Figure 6:**
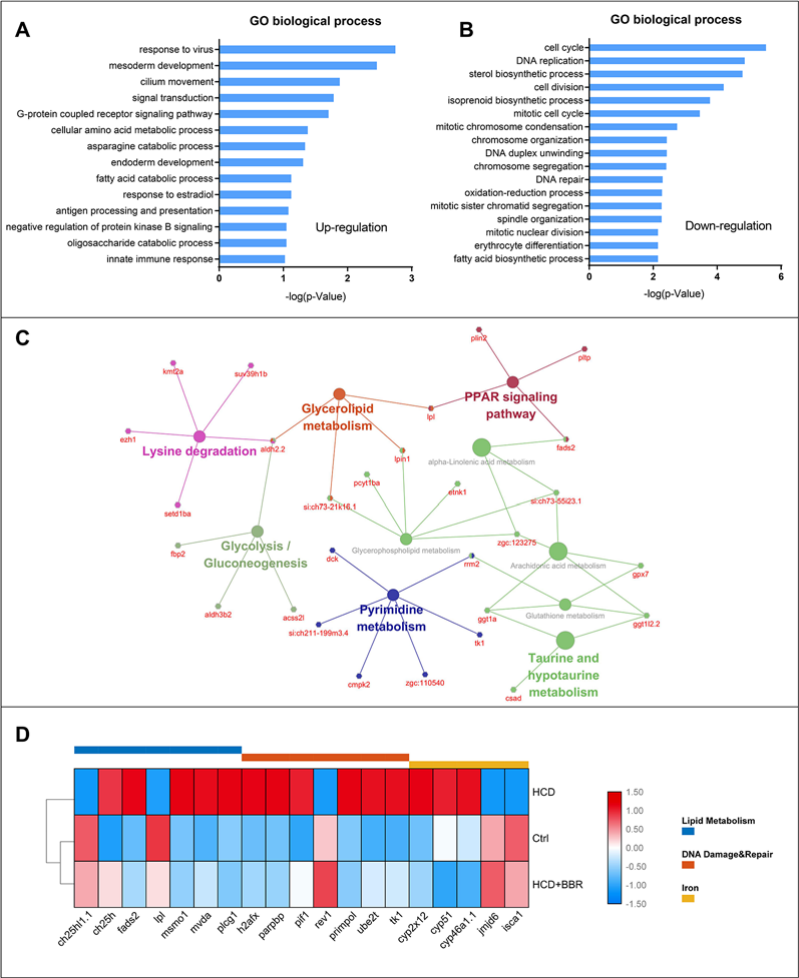
Gene ontology, KEGG enrichment, and functional category analysis. **(A)** Gene ontology from the upregulated differentially expressed genes (DEGs) (Ctrl vs. M combined 5 μM BBR vs. M). **(B)** Gene ontology from the downregulated DEGs (Ctrl vs. M combined 5 μM BBR vs. M). **(C)** KEGG pathway enrichment results for the total DEGs. **(D)** Gene collection from functional category analysis by DAVID.

### Validation of Microarray Analysis Genes by qRT-PCR

To confirm the DEGs detected with microarray analysis, we selected the significant enrichment genes belonging to lipid metabolism, DNA damage and repair, and iron of which have the homologous gene in human for transcriptional validation (as shown in **Figure 7**). Results showed that BBR (5 μM) significantly decreased the gene expression, such as *ch25*, *fads2*, *msmo1*, *mvda*, *plcg1*, *h2afx*, *parpbp*, *pif1*, *primpol*, *ube2t*, and *tk1*, and increased the gene expression of *lpl*, *rev1*, *jmjd6*, and *isca1* (**Figure 7**). These gene expressions detected by qRT-PCR were in good agreement with those by microarray analysis.

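All 15 genes of Figure 7 were measured on the arrays, and 14 of them differed between BBR and HCD in the direction that the paper gives for qRT-PCR. The difference was at least 2-fold in 8 of these. Among the genes that the paper lists as decreased, the log2 difference of BBR from HCD was −1.44 for *ch25h*, −1.44 for *msmo1*, −1.43 for *primpol*, −1.11 for *pif1*, −1.09 for *h2afx*, −1.07 for *mvda*, and −1.03 for *parpbp*. It was −0.85 for *ube2t*, −0.73 for *fads2*, and −0.20 for *tk1*. Other probes of *tk1* gave −1.22 and −0.04, and another probe of *mvda* gave −0.19. For *plcg1*, BBR was higher than HCD by 0.34 log2 units, and another probe, not well above background in HCD, gave a lower bound of 0.28. The difference stayed positive under every alternative, from 0.20 to 0.88. Among the genes listed as increased, the log2 difference was 1.28 for *jmjd6*, 0.75 for *lpl*, read as *lpla*, 0.66 for *isca1*, and 0.58 for *rev1*. Second probes of *isca1* and *rev1* gave 1.29 and 1.45.

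In control, 14 of the 15 genes differed at least 2-fold from HCD, and all 15 changed in the same direction as in BBR. For *pif1*, which was not well above background in control, control was at least 3.29-fold lower than HCD. The qRT-PCR values themselves were not analysed here.

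**Figure D3:**
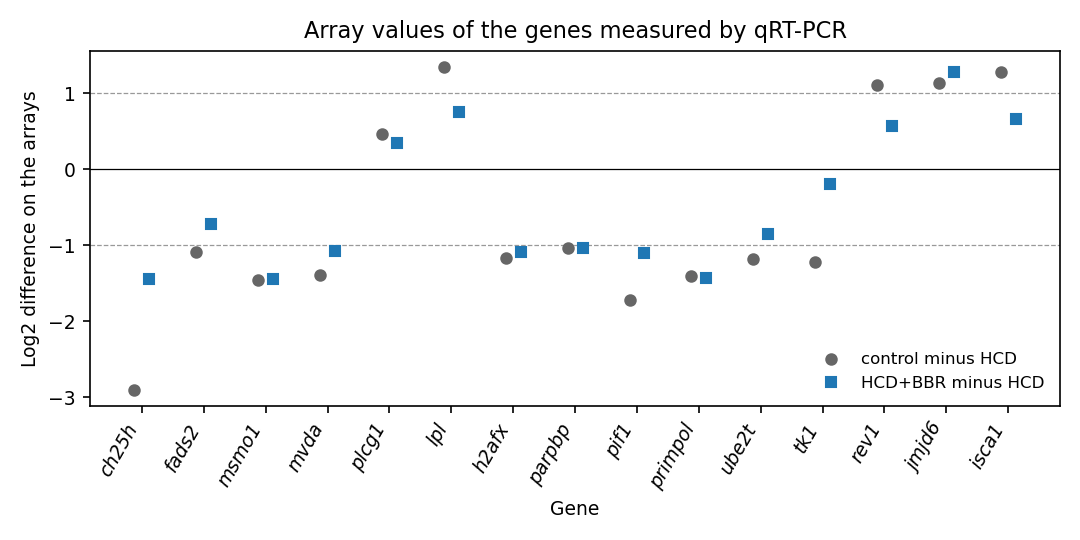
Log2 difference from the HCD array of the 15 genes of the qRT-PCR panel in control (circles) and in HCD plus BBR (squares), 1 array per group, with dashed lines at a 2-fold change. The control value of *pif1* is a bound. All genes but *plcg1* lie on the side of the line at 0 that the paper gives for BBR.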

**Figure 7:**
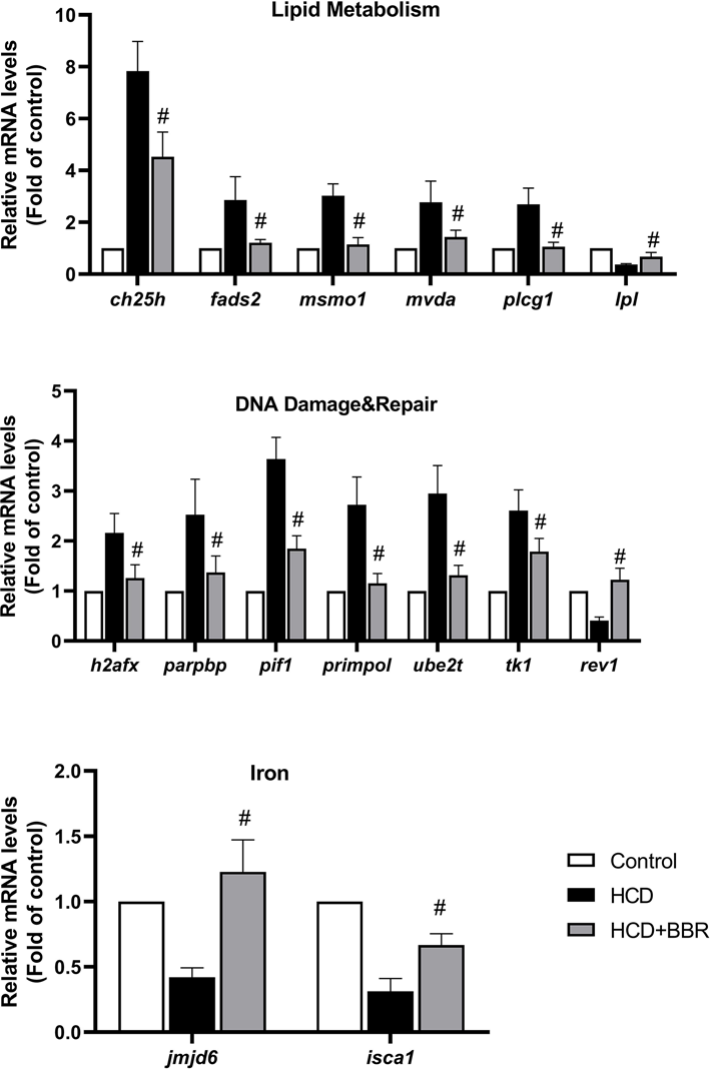
Validation of the microarray data using quantitative real-time PCR (qRT-PCR). Relative expression levels of the selected genes determined using qRT-PCR. ^#^Compared with the HCD group, *P* < 0.05.

## Discussion

NAFLD was commonly considered a disease of adults. However, accumulative evidence showed that the prevalence of NAFLD rise with the growing epidemic in the pediatric population around the world (Welsh et al., 2013). Several reports revealed that there is a heterogeneity in the patterns of the histologic lesions between pediatric and adult NAFLD/NASH (Crespo et al., 2016). This suggests that the pathophysiology of NAFLD may have significant differences between the adult and pediatric types (Papandreou et al., 2007). The pathogenesis of [ediatric NAFLD is still not fully understood. The scientific evidence indicates that a genetic predisposition interplaying with unhealthy diets and lifestyles might influence the occurrence and development of NAFLD in the pediatric population, mearly 50% of overweight children and adolescents accompanied by NAFLD (Betancourt-Garcia et al., 2017). In addition, insulin resistance and increased hepatic glucose production affect the hepatic *de novo* lipogenesis (Ciba and Widhalm, 2007). The knowledge gap of the pathogenesis of NAFLD/NASH in children is partially due to a lack of studies in animal models that may resemble pediatric NAFLD (Patton et al., 2006; Papandreou et al., 2007). In recent years, zebrafish have been gaining popularity in lipid research (Holtta-Vuori et al., 2010). We previously established a diet-induced steatosis model in larval zebrafish to mimic the progression of hepatic steatosis of the pediatric population and assess anti-steatosis agents (Chen et al., 2018). Given the transparent feature of larval zebrafish, we introduced Raman imaging and 3D molecular imaging to detect the change of the biochemistry composition and oxidative stress in zebrafish liver. These approaches could also be applied to other pharmacology and biochemistry study.

Several studies have reported that BBR exerts beneficial effects on NAFLD in adult patients and animal models through various potential mechanisms such as improvement of insulin sensitivity, adenosine monophosphate-activated protein kinase (AMPK) pathway, mitochondrial function, oxidative stress, and gut microenvironment (Yan et al., 2015; Zhu et al., 2016). The pediatric population is supposedly more susceptible to drug interventions (Hatton et al., 2018). Moreover, its availability and pharmacology mechanism may not be entirely consistent with adults (Hatton et al., 2018). Thus, we employed a diet-induced larval zebrafish model. Our results showed that BBR could significantly reduce the BMI, hepatic cholesterol, and triglyceride and improve hepatic steatosis in high-fat diet-treated zebrafish. These results suggest that berberine exerts its anti-steatosis through moderating the lipid metabolism and are similar to those obtained in adult rodent model studies (Zhao et al., 2017; Deng et al., 2019; Luo et al., 2019; Zhang et al., 2019). In addition, recent studies revealed that BBR could regulate adipose-mediated energy expenditure, which may exert an indirect effect on liver steatosis and further explain the reason for the reduction in body weight and BMI after berberine treatment in this study (Sun et al., 2018; Wu et al., 2019). Also, Raman mapping indicated that BBR treatment did not affect the hepatic biochemical composition in the healthy larvae. This evidence provides a new clue that BBR has the potential to prevent hepatic steatosis for the pediatric population.

Microarray is a high-throughput and rapid technique relative to traditional methods to detect transcriptome information. Accordingly, we investigated the transcriptome responses of zebrafish liver to BBR treatment using microarray. The transcriptome information of zebrafish liver under BBR treatment in the NAFLD model was presented for the first time and could provide the molecular basis for the pharmacological mechanism of BBR to larval zebrafish. 

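The list of 24 measured genes for the response to virus had a median log2 difference from HCD of 0.57 in BBR, above all random lists, and of 0.14 in control, at percentile 39.5. At least 2-fold higher than HCD in both were 6 of its genes. The control median changed sign under cyclic loess, to −0.20, and over the genes well above background on all 3 arrays (18 of the 24), to −0.10. Genes raised to the lowest signal on both the control and HCD arrays also differ by 0.14, so the control median of 0.14 is not a measured change. For antigen processing and presentation (21 genes), the median was 0.12 in BBR, at percentile 82.7, and −0.56 in control, below all random lists. The median changed sign in BBR under median scaling, to −0.02. At least 2-fold higher than HCD were 3 of these genes in BBR and 1 in control. Between BBR and control, the medians of the lists were 0.45 and 0.92, both above all random lists.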

GO analysis of the genes with differentially upregulated expression in the BBR group indicated that some genes were associated with the categories of response to virus (GO:0009615), antigen processing and presentation (GO:0019882), and innate immune response (GO:0045087). In addition to genetic and environmental factors on liver disease, increasing evidence showed that gut microbial composition has a strong influence on the pathogenesis of NAFLD (Bashiardes et al., 2016). Childhood allergic diseases exhibit high correlation to the early gut microbiota system in response to the immunity of infancy (Jenmalm, 2017). The changes in these associated immune genes might be supposed to high-fat diet challenge and BBR treatment. It has been reported that BBR could modulate hepatic lipid metabolism and exert hepatic protection by improving gut homeostasis (Sun et al., 2017; Qin et al., 2018; Shi et al., 2018). Thus, this may be a key mechanism of BBR in pediatric NAFLD treatment.

Moreover, GO term from differentially downregulated expression in the BBR group demonstrated that BBR might attenuate the fatty acid biosynthetic process, sterol biosynthetic process, and oxidation stress. 

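On the arrays, the list for sterol biosynthesis (22 genes measured) had a median log2 difference from HCD of −0.98 in control and −1.05 in BBR, both below all random lists, and 10 of its genes were at least 2-fold lower in both. Between BBR and control its median was −0.06, at percentile 43.9. The list for fatty acid biosynthesis (16 genes) had medians of −0.22 in control, at percentile 1.4, and −0.20 in BBR, at percentile 1.46. In BBR, none of its genes differed at least 2-fold from HCD.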

KEGG pathway analysis suggested that the differentially expressed genes in the BBR group are mainly involved in the metabolic pathways, which are similar to previous reports (Qiang et al., 2016; Zhao et al., 2017; Deng et al., 2019). By functional annotation tool DAVID, we identified several essential genes involved in lipid metabolism, DNA damage and repair, and iron. Notably, studies showed that the prevalence of iron deficiency was higher in obese children than normal-weight subjects (Nead et al., 2004; Cepeda-Lopez et al., 2011). Moreover, children with NAFLD have higher serum levels of hepcidin than those without NAFLD (Amato et al., 2010). NAFLD may impact on iron homeostasis through a different mechanism from mere obesity-induced iron deficiency (Feldman et al., 2015). The regulation of iron metabolism by BBR needs further study and may become a potential approach for pediatric NAFLD. Besides, BBR has no effect on the genes related to liver lipogenesis (*srebp1*, *fas*, *acc1*, *acc2*, and *scd1*), fatty acid beta-oxidation (*ppara* and *cpt1a*), and VLDL secretion (*mtp*) in this study (**Figure S2**).

In recent years, Raman microspectroscopy has emerged as an attractive diagnostic tool (Zhu et al., 2016). Raman microspectroscopy provides a biochemical map of interested tissue that potentially enables the identification of spatial–temporal changes in molecular composition. Several studies reported the use of confocal Raman imaging for the detection of NAFLD (Hewitt et al., 2015; Yan et al., 2017). Raman imaging allows label-free approaches to observe and quantify the lipid accumulation within the liver without the need for contrast agents (Yan et al., 2017). Unlike rodent animal models, the biochemistry analysis of larval zebrafish liver is a challenge since the tiny size of the larval zebrafish liver is difficult to handle. We thus introduced Raman confocal microspectroscopy to analyze the changes of biochemistry component in the larval liver. Besides the differences in the lipid component, we also found an increase of DNA in the liver in HCD-treated zebrafish. Of note, NAFLD can ultimately lead to the development of hepatocellular cancer in some patients (Rinella, 2015). The increase in DNA may be indicative of malignancy (Cai et al., 2017). Particularly, BBR treatment could drop the peaks of DNA and lipid/protein, suggesting that it may delay the development of progressive NAFLD.

The pathogenesis of NAFLD and NASH remains poorly understood. The progression of NAFLD to NASH has been explained by the “two-hit” theory (Wruck et al., 2017). The “first hit” involves the accumulation of fat in the liver (Day and James, 1998). Oxidative stress and induction of adipocytokine are thought to play a role in the second “hit” (Spahis et al., 2017). It is convinced that NAFLD is closely associated with oxidative stress (Spahis et al., 2017). Excess lipids impact metabolic pathways, increase ROS generation, and damage to mitochondrial DNA (Dasarathy et al., 2011). TEM image showed that BBR corrected the abnormal structure of the mitochondria. Raman analysis suggested that BBR could affect DNA content. Molecular imaging demonstrated that BBR could eliminate hepatic ROS in the larval zebrafish model. By comprehensive analysis of those results, it indicated that BBR might alleviate excess ROS generation in the HCD-induced zebrafish model through improving mitochondrial quality. Cysteamine could reduce ROS by restoring glutathione levels (Caccamo et al., 2005). It acts as a novel therapeutic agent in nonalcoholic steatohepatitis (NASH), which has recently been used in a phase IIb trial in children with NASH (Schwimmer et al., 2016). The above evidence implies that BBR has the potential to treat pediatric NAFLD.

In summary, we first employed a larval zebrafish model to assess the effects and possible mechanism of BBR in the treatment of hepatic steatosis. Several genes involved in lipid metabolism, DNA damage and repair, and iron have been identified by microarray analysis. These results might provide molecular information that will facilitate understanding of BBR on the treatment of pediatric NAFLD. Also, further studies are required to validate and extend the findings of the results in this study. In research methods, based on the advantage of zebrafish, we introduced Raman imaging and 3D molecular imaging to analyze the biochemistry component and ROS level in the liver of zebrafish, respectively. Our study offers a new idea and extends the application of zebrafish models.

## Data Availability Statement

The datasets generated for this study can be found in the GEO repository, GSE136436, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE136436.

## Ethics Statement

The animal study was reviewed and approved by the Laboratory Animal Management and Animal Welfare Committee in the Institute of Medicinal Biotechnology, Chinese Academy of Medical Sciences.

## Author Contributions

J-PZ conceived and designed this project. BC and J-PZ wrote the manuscript. C-QH reviewed the manuscript. BC performed the bioinformatics analysis and biochemistry experiment. Y-MZ and YH performed the Raman spectroscopy experiments, M-QZ performed the PCR experiment.

## Funding

This work was supported by the CAMS Initiative for Innovative Medicine (grant number 2016-I2M-1-011), by Foundation for Innovative Research Groups of the National Natural Science Foundation of China (grant number 81621064), and by the National Natural Science Foundation of China (grant number 81603172).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

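Liver RNA of zebrafish larvae at 15 dpf was measured on single-colour Agilent zebrafish arrays, with 1 array for each of the control, HCD, and HCD plus BBR (5 μM) groups. The groups were taken from the labels of the samples and the methods of the paper. The authors scanned the arrays and deposited for each spot the processed intensity that Feature Extraction 11.5.1.1 wrote, with the background subtracted and low values replaced by surrogates, together with the median intensity of the spot, that of its local background, and marks for background, outliers, and saturation. The authors also deposited log2 values from GeneSpring. Set against the scanner values, these proved to be the log2 processed intensity minus the 75th percentile of each array.

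From the scanner values, spots of one probe were averaged on the log2 scale after control spots were removed, and the 75th percentile over the 43603 remaining probes was subtracted. Outlier spots were left out, which removed 2657 probes from the comparisons. A gene was represented by its probe with the highest mean signal over the arrays and counted in a comparison if that probe was well above background on at least 1 of the arrays compared. On an array where it was not, the higher of its own signal and the lowest signal among probes well above background stood in, so that the fold change is a lower bound. Probes have no gene name in the scanner values and were named by matching their RefSeq accessions, without versions, to a table of the genes of assembly GRCz12tu, from which only names were used. Of 28397 accessions, 13553 matched, and 13105 of the 27295 genes carry a symbol. Genes without a match keep their accession and are counted but not named. No genome coordinates are given, since the array was designed on another assembly.

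Genes were called at a 2-fold difference, the threshold of the paper. With 1 array per group, no test across samples exists, and no P value is given. Counts of genes past the threshold were set beside 100 simulations of unchanged arrays and beside the counts with each other array as the shared array. Distances between arrays were given as Pearson's r and the root mean square log2 difference across genes, with 95% intervals from 1000 bootstrap resamples of the genes. The share of genes nearer to control was given with a Wilson interval. Gene lists were summarised by their median log2 difference and its percentile among 10000 random lists of the same size, matched on mean signal in 20 bins. A list was used if at least 5 of its genes were well above background on at least 1 array. It held every such gene, also where the gene was well above background on neither array of a comparison. The lists covered mitosis and cell division, DNA replication, DNA damage and repair, targets of p53, sterol biosynthesis, fatty acid biosynthesis, fatty acid beta-oxidation, glycolysis and gluconeogenesis, glutathione and antioxidant defence, iron handling, response to virus, antigen processing and presentation, cilium movement, and macrophages and neutrophils. Marker lists covered hepatocytes, exocrine and endocrine pancreas, intestine, skeletal muscle, erythrocytes, skin and other epithelium, kidney, and adipocytes. All of these were set in advance. A list for bile acid synthesis and feedback was added afterwards.

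The genes named are those that the text and Figures 6C, 6D, and 7 of the paper name for the array, those of Figure S2, and the 5 genes in each direction with the largest smaller of the 2 log2 differences from HCD, among genes changed at least 2-fold in both comparisons, well above background on all 3 arrays, and carrying a symbol. Any other gene named was chosen after its values were seen.

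The alternatives were quantile normalization, each array's median in place of the 75th percentile, the 75th percentile over detected probes only, cyclic loess with 3 iterations, only probes detected on all 3 arrays, no filter and no floor, every probe counted singly, the mean of the probes of a gene, the authors' log2 values, thresholds of 1.5-fold and 3-fold, Spearman's correlation, and distances over genes with a 2-fold difference only. Of the alternatives, 2 were chosen after the data were seen. Normexp background correction with an offset of 50 was planned on the mean intensity of the spots, which was not used here, and was run on the median intensity. The other kept the outlier spots. The slide could not be used as a block, since the HCD array is alone on its slide. Quantile normalization, cyclic loess, and normexp came from limma 3.58.1 in R 4.3.3. The rest was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9.

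The steps were tested on simulated data before use. Of 200 genes changed 4-fold among 27295, all 200 were recovered in each comparison against HCD and among the genes changed in both. Of the unchanged genes, 5 were called for control against HCD, 0 for BBR against HCD, and 0 in both. These counts check the steps and do not give the rate of false calls on the real arrays. Unchanged arrays simulated with the spread between the BBR and control arrays gave 1310 to 1509 calls for control against HCD. They gave 1329 to 1504 for BBR against HCD and 401 to 504 in both. Of 200 random lists, 93.5% lay within the middle 95% of random lists, and a list moved by 1 log2 unit lay at percentile 100.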

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

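The checks of the signal trend, the slide, the position on the slide, macrophages, and the shared control array given here were chosen after the results were seen. They describe 1 array per group, so animals, RNA extraction, and labelling stay open as sources of every difference.

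HCD and BBR shared a difference from control, a comparison that the paper does not make. At least 2-fold higher in both than in control were 421 genes, and 153 were lower. Among the genes that the paper names for the array, *ch25h*, *plin2*, *tk1*, and *zgc:123275* are in the higher set and *lpin1*, read as *lpin1a*, in the lower. For *tk1* this depends on the probe, since another probe well above background on all 3 arrays gave −0.08 between BBR and control. These counts stand out because the paper takes the HCD array alone as its reference. The largest changes, chosen after their values were seen, include *irg1l* (log2 difference of control from HCD −4.28, and of BBR from control 4.21), *nos2a* (−4.69 and 4.09), *il19l* (−4.78 and 4.01), *noxo1a* (−4.18 and 3.87), and *g0s2* (−4.51 and 3.43). The other probes of *nos2a* were not well above background in control, so their differences, −1.29 and −2.33 from HCD and 0.69 and 1.85 in BBR, are lower bounds in size. Of 110 of the 421 genes with a second probe, 96 changed in the same direction in both arrays, 61 of them at least 2-fold.

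The design, and not a test, argues against a signal-dependent response of the HCD array and against the slide as the whole cause of these 421 genes. By the way they were chosen, all of them also differ between BBR and control. That difference does not involve the HCD array, and these arrays share a slide. The second probes of these genes, which took no part in the choice, had a median log2 difference of 1.31 between BBR and control (95% bootstrap interval, 1.09 to 1.44). They read the same RNA, so this value shows that the probes of a gene go together. It does not test the signal trend or the slide. Normexp kept 252 of the 421. A larger share of macrophages and neutrophils may contribute. The list for these cells (22 genes) was higher in BBR than in control by a median of 0.66, with all 22 genes higher, and control lay at −0.55 from HCD, but the list cannot separate more cells from more expression per cell. The counts of 421 higher and 153 lower genes are uneven. Simulated unchanged arrays, with HCD as the shared array, gave 198 to 265 higher and 192 to 273 lower genes. Both counts lie outside these ranges, which argues only against chance with the same spread on all arrays as the whole cause of the 421 genes. A wider or uneven spread of the control array is not covered. The simulations do not cover animals, RNA extraction, or labelling, so chance from these in the single control array cannot be told apart from the diet. The HCD, which both groups received, stays open as a biological explanation and has no replicate check.

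In a second comparison that the paper does not make, 310 genes were at least 2-fold higher in BBR than in both other arrays, and 60 were lower. The largest changes, chosen after their values were seen, include *pth1a* (log2 difference from HCD 3.13, from control 2.87), *tap2a* (2.04 and 3.38), *nab2* (2.38 and 1.92), and *taar10c* (1.92 and 1.95). The other probe of *taar10c* gave 0.02 and −0.04. Of 33 of the 310 genes with a second probe, 27 changed in the same direction in both comparisons, 17 of them at least 2-fold. With all genes ordered by signal into 10 bins, the medians of BBR minus control lay between −0.07 and 0.01. These values argue against a signal-dependent response of the BBR array relative to control. The HCD array read dim genes lower, which may account for part of the differences from HCD. Of the 310 genes, 251 (81.0%) lay below the median signal, and 222 were well above background on all 3 arrays. Of the 310, 229 kept a 2-fold difference in both comparisons under cyclic loess, 220 under quantile normalization, and 102 under normexp. The median argues against a signal-dependent response as the whole cause. Under cyclic loess, the median over the 310 genes of the smaller log2 difference was 1.15 (95% bootstrap interval, 1.12 to 1.19), against 1.26 before. The position on the slide cannot be told apart from the treatment, because the BBR array alone was at position 4. Control and HCD, both at position 1, were the pair farthest apart, with a root mean square log2 difference of 0.58. BBR itself stays open as a biological explanation, without a replicate check.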

How the results depend on the processing

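Of the settings given here, normexp and the one that keeps outlier spots were chosen after the data were seen. No paired analysis was possible because each group has 1 array. The slide as a block could not be run, and normexp on the mean intensity was not run. Where a value changed, the cause was not tested, except that a looser or stricter threshold or filter changes the number of genes by construction. In the main setting, 1908 genes differed between control and HCD, 1465 between BBR and HCD, and 504 in both (326 higher, 178 lower), and the share nearer to control was 51.0%. The distance of BBR to control minus that of BBR to HCD was 0.0084, and the distance of HCD to control minus that of BBR to control was 0.0794.

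The distance of HCD to control stayed above that of BBR to control under every setting run, from 0.0450 to 0.121. The number of shared genes stayed within 1.5 times of 504 under 9 of 13 alternatives, the number for control against HCD under 10 of 13, and the number for BBR against HCD under 9 of 13.

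With a threshold of 1.5-fold, 6706 and 5278 genes passed, 2725 in both (2032 higher, 693 lower), and the share was 55.1%. With 3-fold, the values were 406, 268, 77 (51 and 26), and 38.7%. Without a filter or floor, 2488 genes differed between BBR and HCD and 1056 were shared, 823 of them higher. The share was 57.2%, the first distance −0.0355, and the virus list 0.81 in BBR. With normexp, 899 and 518 genes differed and 178 were shared (74 and 104). The share was 43.8%, the distances 0.0354 and 0.0615, the virus list 0.41 in BBR, and the sterol list −0.74 in control and −0.93 in BBR.

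After quantile normalization, 136 shared genes were higher and 284 lower. The share was 44.7%, and for genes higher in control it crossed 50%, to 49.8%. The distances were 0.0510 and 0.0450, and the antigen and virus lists in control −0.69 and −0.20. Cyclic loess gave 137 and 325 shared genes, a share of 46%, distances of 0.0421 and 0.0579, and −0.68 and −0.20 for the same lists. Median scaling gave 210 and 286, a share of 48.5%, and distances of 0.0229 and 0.0696. Its lists were −0.0248 (antigen), −0.34 (fatty acid biosynthesis), 0.43 (virus), and −1.19 (sterol) in BBR and 0.0516 (virus) in control, and the hepatocyte list between BBR and HCD reversed to −0.0045.

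With genes detected on all 3 arrays, the antigen and virus lists in control were −0.71 and −0.10. With the mean of the probes, the antigen list in control was −0.44, and the virus and sterol lists in BBR 0.70 and −0.91. With genes that differ by 2-fold in any pair, the distances were 0.109 and 0.121. With outlier spots kept, the skin list between BBR and control reversed to −0.0943, and *cyp46a1.1* between BBR and HCD to 0.0108.

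The share of higher genes among those called moved by over 10 percentage points with the scaling. For control against HCD it was 52.5% in the main setting, 34.0% with normexp, 30.3% with quantile normalization, 39.9% with median scaling, and 24.9% with cyclic loess. For BBR against HCD, the values were 77.4%, 62.4%, 48.4%, 58.1%, and 50.1%, and for shared genes 64.7%, 41.6%, 32.4%, 42.3%, and 29.7%. The median log2 difference of all genes between control and HCD moved from 0.17 to 0.05 with quantile normalization and 0.01 with cyclic loess. Between BBR and HCD it moved from 0.10 to −0.02, −0.04, and −0.02 with quantile normalization, median scaling, and cyclic loess.

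Of the values of single genes, 1008 moved by less than the SD between the probes of a gene and 87 by more. For the gene lists, set against the SD of the random lists, the numbers were 358 and 62, and for the marker lists 219 and 49. The spread between spots did not move beyond its limit on any array under normexp. Signal over background limits the dim genes. Of the 326 shared genes that were higher, 84.4% lay below the median signal, and 246 were well above background on all 3 arrays.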

Differences from the paper's values

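The paper's count of genes that differ between control and HCD is 3357, and the count here was 1908. Of the alternatives set before the data were examined, the count was within 1.5 times of the paper's without a filter or floor (2811) and with every probe counted singly (2807), and not with quantile normalization, median scaling, the 75th percentile of detected probes, cyclic loess, detection on all 3 arrays, the mean of probes, the authors' processed values, or thresholds of 1.5-fold and 3-fold.

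For BBR against HCD, the paper's count is 3277, and the count here was 1465. It was within 1.5 times of the paper's without a filter or floor (2488) and not under the other alternatives, of which every probe counted singly came nearest (2084) among those with a 2-fold threshold.

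The paper's counts of shared genes are 172 higher and 296 lower, and the counts here were 326 and 178. For the higher genes, quantile normalization (136), median scaling (210), cyclic loess (137), and detection on all 3 arrays (246) came within 1.5 times of the paper's, and the other alternatives did not. For the lower genes, quantile normalization (284), median scaling (286), cyclic loess (325), no filter or floor (233), and every probe counted singly (258) did, and the others did not. Keeping outlier spots (198), chosen after the data were seen, also did. The paper's total of 468 and the 504 here lie within 1.5 times of each other. The paper calls genes by a corrected P value in addition to the fold change, which 1 array per group cannot give.

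The paper lists *plcg1* as decreased by BBR and draws it highest in HCD in Fig. 6D. On the arrays, its log2 difference from HCD was 0.34 in BBR and 0.46 in control, and no setting gave another direction. Of the 18 measured genes of Fig. 6D, 10 were at least 2-fold changed in both comparisons. The other genes were *fads2*, *lpl*, *plcg1*, *rev1*, *ube2t*, *tk1*, *cyp51*, and *isca1*. A threshold of 1.5-fold called *fads2*, *lpl*, *ube2t*, *cyp51*, and *isca1*. The mean of probes called *rev1* and *cyp51*, and median scaling and cyclic loess called *cyp51*. With every probe counted singly, at least 1 probe of *fads2*, *lpl*, *rev1*, *tk1*, *cyp51*, and *isca1* passed in both. Of the 21 measured genes of Fig. 6C, 11 passed in both. Of the others not named above, *fbp2* was called with normexp, which was chosen after the data were seen, and *fbp2*, *acss2l*, and *lpin1* with 1.5-fold. Counted singly, a probe of *fbp2*, *acss2l*, *lpin1*, and *aldh2.2* passed in both. No setting called *kmt2a*, *setd1ba*, or *pcyt1ba*. The gene *rrm2l*, read for *rrm2*, was called with median scaling and with 1.5-fold, and 1 of its probes counted singly passed.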

Other observations

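The tests of the signal trend, the slide, and bile acid genes given here were chosen after the results were seen. Those of the shared array, the scaling of the arrays, and tissue carried over at dissection were planned.

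The HCD array read dim genes lower than the other arrays did. With the genes ordered by signal into 10 bins, the median log2 difference from HCD in bin 2 from the bottom was 0.37 in control and 0.36 in BBR, and in bin 8 it was 0.02 and −0.06. Between BBR and control, the medians of the bins lay between −0.07 and 0.01. The positive-control spots point the same way in part. Of 10 positive-control probes well above background at all their spots, 6 were lower on the HCD array than on both others, by log2 differences of −0.77 to −0.39 from control and −0.82 to −0.47 from BBR, and the other 4 lay between 0.12 and 0.22 above control. The SD between spots of a probe was 0.04 to 0.20. The ranges of signal of these 2 sets overlap, so the difference is not ordered by signal alone.

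This trend may account for the excess of higher genes. Among shared genes, 64.7% were higher in the main setting and 29.65% under cyclic loess. Simulated unchanged arrays given the trend of the HCD array had 432 to 536 higher and 115 to 173 lower shared genes, against 326 and 178. Under cyclic loess, the median over the 326 higher genes of the smaller log2 difference fell below 1, to 0.91 (95% bootstrap interval, 0.87 to 0.96), from 1.19. The trend is thus enough to bring many of these genes past 2-fold, and most of their difference is left without it. For the 178 lower genes the tables argue against the trend as the cause. Over all genes, the largest median log2 difference by which HCD lay above control or BBR in any bin was 0.06 (95% bootstrap interval, 0.0474 to 0.074), far from the 1 log2 unit of the threshold.

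For BBR against HCD, the share of higher genes depends on the scaling of the arrays, at 77.4% in the main setting and 48.4% after quantile normalization. Quantile normalization also centres the differences, which draws the share towards 50%, so this value does not separate the signal trend from other causes. Between BBR and control, it left a share of 69.5%, against 74.9%.

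Whether the HCD array holds more shared genes than any array would is left open. The HCD array gave 504, the control array 574, and the BBR array 370, with a mean of 482.7. This mean includes the 504 and any true difference of each array, so it is not a count expected by chance. The order depends on the setting. Without a filter or floor, the HCD array gave 1056 genes against 807 for control, and at 1.5-fold 2725 against 2113. Under the other alternatives the control array gave more. The count cannot be told apart from chance in 1 array per group. The slide stays open as well. Control and BBR, on 1 slide, were 0.0084 farther apart than BBR and HCD, on different slides, so the slide did not draw its pair together by more than the groups differ, but the HCD group lies on its slide alone.

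Tissue next to the liver was weighed by marker lists. The tables argue against carried-over pancreas, muscle, or intestine moving its list by 1 log2 unit or more, the size set beforehand for such a cause. The largest median difference between any arrays was 0.26 for exocrine pancreas (27 genes), 0.22 for skeletal muscle (32 genes), and 0.21 for intestine (27 genes), under the limit of 0.5 set beforehand, also in every alternative. All genes of these lists were well above background on all 3 arrays. A smaller share of these tissues is not excluded. Among random lists, intestine lay at percentile 0.22 in control and 0.06 in BBR against HCD, with 5 of its 27 genes at least 2-fold lower in control. Exocrine pancreas lay at percentile 98.6 in control against HCD and muscle at 0.08 in BBR against control. Blood left in the liver could explain part of the difference between control and HCD. The erythrocyte list (22 genes) lay at −0.50 in control and −0.19 in BBR, and cyclic loess gave −0.73 in control. A difference of this size is between the limits set for and against it, and the paper's own terms include erythrocyte differentiation. Medians of control and BBR from HCD were −0.01 and 0.14 for hepatocytes, 0.39 and 0.21 for endocrine pancreas, 0.17 and 0.28 for skin and other epithelium, 0.12 and 0.35 for kidney, and −0.12 and 0.23 for adipocytes. How many of these genes the larval liver also expresses was not measured.

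In the genes chosen after their values were seen, *cyp7a1*, an enzyme of bile acid synthesis, was higher in BBR by 1.51 log2 units than in HCD and 1.69 than in control. The feedback genes *fgf19* and *nr0b2a* had log2 differences of −3.15 and −0.53 from HCD and −2.23 and −1.55 from control. A candidate explanation is a loosened feedback on bile acid synthesis. The test, set after all these values were known, took the 5 measured synthesis genes other than *cyp7a1*. Their median was −0.21 against HCD and 0.26 against control. An earlier choice of value, the median of the whole list of 12 genes, was −0.27 against HCD. Neither shows synthesis genes rising together against both arrays, and with 5 genes that go both ways the question stays open.

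The paper reports fewer L-plastin-labelled macrophages with BBR than with HCD. On the arrays, *lcp1*, the gene of L-plastin, had log2 differences from HCD of −0.62 in control and 0.40 in BBR. The list for macrophages and neutrophils lay at −0.55 in control and 0.22 in BBR, the latter at percentile 98.4 of random lists. These are RNA levels in 1 array per group, and the cells were not counted here.

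The paper reports a higher DNA signal with the HCD in Raman spectra. On the arrays, 32 of the 38 genes for mitosis and cell division were at least 2-fold higher in HCD than in control. RNA of these genes does not measure DNA content.

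For the genes of Figure S2, which the paper reports as unaffected by BBR, the log2 differences of BBR from HCD were −0.24 for *srebf1*, −0.03 for *acaca*, 0.58 for *scd*, 0.31 for *pparab*, 0.27 for *pparaa*, 0.28 for *cpt1aa*, and 0.22 for *mttp*. None reached 2-fold. The other probes of *scd*, *srebf1*, and *mttp* gave the opposite direction, at −0.14, 0.56, and −0.50 to −0.74. No named probe matched *fasn*, *acacb*, or *cpt1ab*. The actin genes, the reference of qRT-PCR, differed between probes, with 0.13 for *actb1* and 0.35 for *actb2*, and with −0.03 to 0.06 and 0.04 to 0.16 for their other probes.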
